# Base-resolution DNA methylation landscape of zebrafish brain and liver

**DOI:** 10.1016/j.gdata.2014.10.008

**Published:** 2014-10-16

**Authors:** Aniruddha Chatterjee, Peter A. Stockwell, Julia A. Horsfield, Ian M. Morison, Shinichi Nakagawa

**Keywords:** DNA methylation, Zebrafish, Genome sequencing, RRBS, Brain, Liver

## Abstract

Zebrafish (*Danio rerio*) is a vertebrate model organism that is widely used for studying a plethora of biological questions, including developmental processes, effects of external cues on phenotype, and human disease modeling. DNA methylation is an important epigenetic mechanism that contributes to gene regulation, and is prevalent in all vertebrates. Reduced representation bisulfite sequencing (RRBS) is a cost-effective technique to generate genome-wide DNA methylation maps and has been used in mammalian genomes (e.g., human, mouse and rat) but not in zebrafish. High-resolution DNA methylation data in zebrafish are limited: increased availability of such data will enable us to model and better understand the roles, causes and consequences of changes in DNA methylation.

Here we present five high-resolution DNA methylation maps for wild-type zebrafish brain (two pooled male and two pooled female methylomes) and liver. These data were generated using the RRBS technique (includes 1.43 million CpG sites of zebrafish genome) on the Illumina HiSeq platform. Alignment to the reference genome was performed using the Zv9 genome assembly.

To our knowledge, these datasets are the only RRBS datasets and base-resolution DNA methylation data available at this time for zebrafish brain and liver. These datasets could serve as a resource for future studies to document the functional role of DNA methylation in zebrafish. In addition, these datasets could be used as controls while performing analysis on treated samples.

**Table:** 

Specifications	
Organism/cell line/tissue	*Danio rerio*
Sex	Male and female
Sequencer or array type	Illumina HiSeq2000
Data format	Raw and processed
Experimental factors	Tissue (wild type)
Experimental features	Genome-wide DNA methylation profiling of zebrafish male and female brain and zebrafish liver.
Consent	Level of consent allowed for reuse if applicable
Sample source location	Otago Zebrafish Facility, Dunedin, New Zealand

## Direct link to deposited data

The datasets supporting this article are available in the NCBI Gene Expression Omnibus (GEO) archive. Accession number for the Brain data is GSE59916. Link to the data: http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE59916.

Accession number for the Liver data is GSE59917. Link to the data: http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE59917

## Experimental design, data analysis and usage

### Original purpose

These datasets enabled us to describe the first RRBS study in zebrafish and compare the zebrafish methylome with that of mammalian genomes (e.g., human, mouse and rat) to highlight the technical and biological differences between these species [6]. 

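In the brain methylomes, the mean methylation of a CpG site was 74.97% in Male 1, 74.01% in Male 2, 71.39% in Female 1 and 73.05% in Female 2, with each site counted once. By sex, this was 74.49% ± 0.68 (SD, n = 2 pools) for males and 72.22% ± 1.18 (SD, n = 2) for females. The median site was methylated at 93.24%, 93.33%, 92.42% and 92.65% in the same order of pools. Sites at 80% methylation or more made up 68.76% ± 0.87 (SD, n = 2) of the sites in males and 66.12% ± 1.15 (SD, n = 2) in females. Sites at 20% or less made up 15.93% ± 0.71 (SD, n = 2) and 18.12% ± 1.51 (SD, n = 2). These values rest on 303756 to 429087 sites per pool, each covered by at least 10 reads. Part of the spread between pools came from the sites each pool contained. At the 258389 sites present in all 4 pools, the means were 71.84%, 71.49%, 71.53% and 70.24%. The coverage-weighted mean, which counts every call equally, was 74.81%, 71.08%, 69.18% and 69.51%. Among the alternatives computed for this mean at the same threshold, the shared sites moved Male 1 most and the weighting moved the other 3 pools most. Every numbered chromosome had a high mean at the shared sites, from 68.54% ± 0.60 (SD over 4 pools) on chromosome 20 to 75.92% ± 0.55 on chromosome 4. The paper describes this as a high level of methylation in the reduced-representation genome of brain and gives it as the reason for sequencing another tissue.

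**Figure D1:**
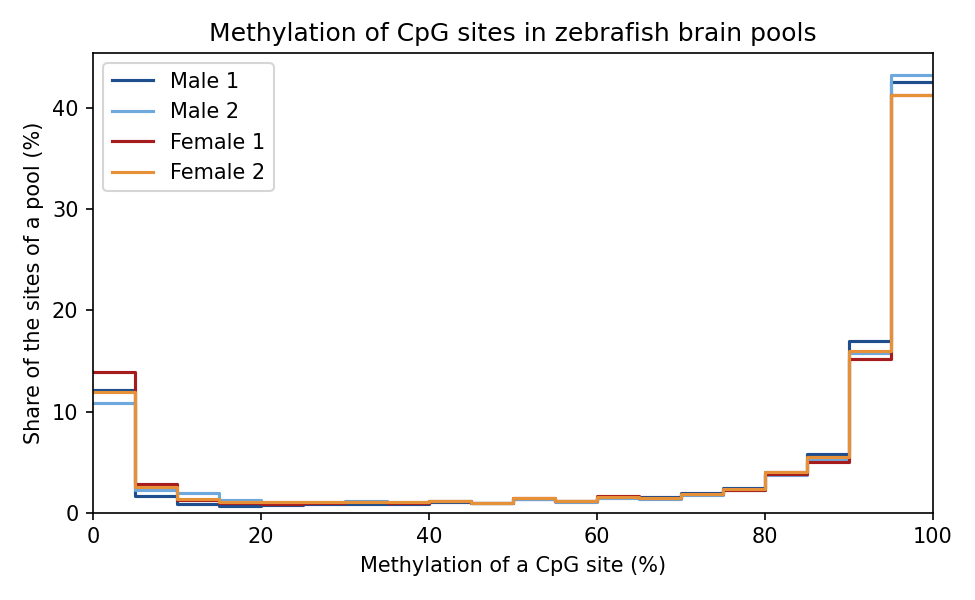
Share of the CpG sites of each brain pool (y axis, percent) by methylation of the site (x axis, percent, in steps of 5 points), with 1 line per pool. In every pool most sites lie at 80% or more and a smaller group lies at 20% or less, with 15.21% to 16.01% of sites in between.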

To confirm that the high level of methylation we observed in the zebrafish reduced-representation (RR) genome is not confined to brain cells, we performed methylation sequencing of DNA from the liver. The liver dataset was also used as a reference to highlight differential methylation patterns between male and female brains (Chatterjee, A et al., in preparation).

### Sample description

For the brain methylomes, 12 male and 12 female brains were dissected and halved through the sagittal plane. Then two separate pools of male brains (referred as Male 1 and Male 2) and female brains (Female 1 and Female 2) were prepared, each consisting of six halved brains. 

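The brain data analysed here are 4 methylomes from reduced representation bisulfite sequencing, Male 1, Male 2, Female 1 and Female 2, each from 1 pool of 6 halved brains. In this method DNA is cut with MspI, which recognises CCGG, and short fragments (40 to 220 bp here) are kept, so that the reads concentrate on CpG-rich sequence. Bisulfite converts unmethylated cytosines to uracil, which is read as T, and leaves methylated cytosines as C. The paper's Table 1 gives 24480000 reads of 49 bp for Male 1 and 24490000 for each of the other pools, of which 8010000, 7930000, 6610000 and 7570000 mapped uniquely to the Zv9 assembly in Male 1, Male 2, Female 1 and Female 2. The authors aligned the reads with Bismark and wrote, with methylKit, the number of reads covering each cytosine of a CpG on its own strand and the percent of them called methylated. Rows below 10 reads had been removed by the authors. The files hold 23703767 calls in Male 1, 23743842 in Male 2, 23468138 in Female 1 and 23035408 in Female 2, and the values below use these calls. Methylated calls per site were recovered from the coverage and the percent. Each sex has 2 pools, so a difference between the sexes can be compared only with the spread between 2 pools, and no pool was left out. Values are given per cytosine and strand unless strands are said to be merged. A coverage minimum of 20, merged strands, an upper limit on coverage and numbered chromosomes only were among the other settings computed.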

The liver methylome was prepared from a pool of five male and five female livers harvested by dissection. DNA for RRBS library preparation was taken from these respective pooled samples (Table 1).

### Methylation sequencing

RRBS library preparation was constructed using a previously published protocol [7]. Four zebrafish brain libraries were sequenced using the Illumina HiSeq2000 platform (Illumina, San Diego, CA) in a single-ended (SE), 49 bp run (Beijing Genomics Institute, China). The liver library was sequenced (100-bp single ended reads) at New Zealand Genomics Limited (University of Otago, New Zealand). Sequence files were in obtained in FASTQ format.

### Quality assessment of sequence data and post-processing

Data quality was checked with the FastQC application (Babraham Institute, Cambridge, UK). The sequenced reads had a median Phred score of > 30 up to the last sequencing cycle for all brain methylome sequences. For the liver methylome samples, the quality decreased towards the end of sequenced reads, therefore the reads were hard-trimmed from 100 bp to 65 bp to improve data quality. The adaptor sequences from the reads were removed with the cleanadaptors program of the DMAP package as previously described [8], [22]. The brain methylome dataset (read length = 49 bp) contained negligible levels of adaptor sequences (evaluated with cleanadaptors and FastQC).

### Alignment to the reference genome

The sequenced reads were aligned against the zebrafish reference genome Zv9 using the bisulfite alignment program Bismark v0.6.4, or later, with a stringent criteria of one mismatch in the seed of 28 bp (default = 2) [13]. Bismark produces SAM files containing aligned reads with fields indicating the methylation status of CpG and other C nucleotides. The unique alignment efficiency ranged from 27.0% to 40.4% [6]. SAM files were converted to BAM files with the SAMtools [14] package to prepare data for submission to GEO (Gene Expression Omnibus) database. For example, the SAMTOOLS command used in Linux platform was: samtools view -bS ZFL_r1_adtr3pp.fastq_bismark.sam>ZFL_r1_adtr3pp.fastq_bismark.bam

### Availability and requirements

The sequencing data of zebrafish brain and liver is submitted to the NCBI GEO repository under two different accession numbers (Table 1). Both datasets consist of a metadata spreadsheet providing a summary of the project and files. As processed files, both datasets contain one .txt file per methylome describing the methylation status of each CpG site. 

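The text files of the brain listed 429087 CpG sites for Male 1, 404562 for Male 2, 303756 for Female 1 and 405902 for Female 2. A site here is the cytosine of a CpG on 1 strand. The forward and reverse strands contributed almost equally, with 214306 and 214781 sites in Male 1. By sex, the number of sites was 416824.5 ± 17341.8 (SD, n = 2 pools) in males and 354829 ± 72228.1 (SD, n = 2) in females, so the difference between the sexes was smaller than the spread between the female pools. Together the 4 files covered 516235 sites on the 25 numbered chromosomes and the mitochondrial genome. Of these, 258389 sites (50.05%) were present in all 4 pools and 105118 (20.36%) in 1 pool only. Female 1 alone lacked 86599 sites that the other 3 pools had, whereas Male 1, Male 2 and Female 2 alone lacked 4464, 3020 and 5094. Requiring 20 reads changed the numbers to 332795, 316517, 225335 and 306739 sites. Merged strands and numbered chromosomes only changed them less. Summing both strands of a CpG gave 396043, 370671, 270124 and 371399 CpGs. The files measured 16.85, 15.89, 11.95 and 15.95 megabytes, and the paper's Table 1 gives 16.8, 15.9, 12.0 and 16.0.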

These text files were generated using R package of methylKit [1]. 

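The lowest coverage in each of the 4 brain files was 10 reads. Sites with exactly 10 reads numbered 12764 in Male 1 (2.97% of its sites), 11994 in Male 2 (2.96%), 12368 in Female 1 (4.07%) and 14420 in Female 2 (3.55%). Sites with fewer than 20 reads made up 22.44%, 21.76%, 25.82% and 24.43% of the sites in the same order. At 10 reads a site can take steps of 10 percentage points only, and a site with 5 methylated calls has a 95% Wilson confidence interval from 23.66% to 76.34%.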

The SAM files produced by Bismark were supplied as an input to methylKit and the CpG sites covered by at least 10 sequenced reads were retained to generate the text files. Mean coverage obtained on these CpG sites ranged from 21.4 to 77.25 between five methylomes [6]. 

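Mean coverage per CpG site in the brain was 55.24 reads in Male 1, 58.69 in Male 2, 77.26 in Female 1 and 56.75 in Female 2. The highest of these is the upper end of the paper's range, and the lower end belongs to a methylome that is not in the files analysed here. The means by sex were 56.97 ± 2.44 reads (SD, n = 2 pools) in males and 67.01 ± 14.50 (SD, n = 2) in females, and the difference was within the spread of the female pools. The medians lay closer together, at 42, 46, 45 and 41 reads, while the 75th percentile was 77, 85, 104 and 81 reads. Site coverage had an SD of 182.24 reads in Female 1, against 73.51 in Male 1, 82.16 in Male 2 and 86.79 in Female 2. The deepest site had 29325 reads in Female 1 and 14155, 14138 and 14327 in the other 3. The total number of calls was nearly equal between the pools, so Female 1 spread a similar number of calls over fewer sites. A minimum of 20 reads raised the means to 67.17, 71.14, 99.39 and 70.62. Merged strands, an upper coverage limit and numbered chromosomes only moved the means less. Leaving out the most deeply covered sites of each pool, above an upper limit set by percentile, lowered that of Female 1 to 74.41.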

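The percentage methylation score of a site is the share of its reads called C, and its precision follows from the coverage. At the median coverage of Male 1, 42 reads, the score moved in steps of 2.38 points, and 21 methylated calls had a 95% Wilson interval from 35.53% to 64.47%. With 100 reads the interval at 50 methylated calls narrowed to 40.38% to 59.62%. A score of 0 at 10 reads had an upper Wilson bound of 27.75%, and at 100 reads of 3.70%. The smallest share that 3 calls represent was 30% at 10 reads and 3% at 100. A score of exactly 0 was given to 8.29% of sites in Male 1, 5.91% in Male 2, 8.60% in Female 1 and 7.18% in Female 2, and a score of exactly 100 to 18.47%, 19.43%, 17.27% and 19.47%. Scores in the files are rounded to hundredths of a percent, so that at the few deepest sites the number of methylated calls is known only to within 1 call.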

Each CpG site was assigned a percentage methylation score. It is possible for individuals to use the raw SAM files (these can be converted from BAM files using SAMtools [14]) and generate these .txt files with different thresholds of CpG coverage if required. 

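Stricter coverage thresholds were applied to the 4 brain text files, which cannot show sites below 10 reads. A threshold of 20 reads kept 77.56% of the sites of Male 1, 78.24% of Male 2, 74.18% of Female 1 and 75.57% of Female 2. At 50 reads, 187192, 191167, 142780 and 175621 sites remained. At 100 reads the order of the pools changed, and Female 1 had the most sites, 80244, against 61838 in Male 1, 70387 in Male 2 and 68464 in Female 2. Sites reaching the threshold in all 4 pools fell from 258389 at 10 reads to 198947 at 20, 110225 at 50 and 32780 at 100. Mean methylation depended on the threshold in some pools more than in others. In Male 1 it fell from 74.97% at 10 reads to 73.34% at 50 and was 75.71% at 100. Between 10 and 100 reads it fell from 74.01% to 65.61% in Male 2 and from 71.39% to 67.70% in Female 1. In Female 2 it fell from 73.05% to 63.64%. The difference between the male pools at 100 reads was thus larger than at 10 reads.

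**Figure D2:**
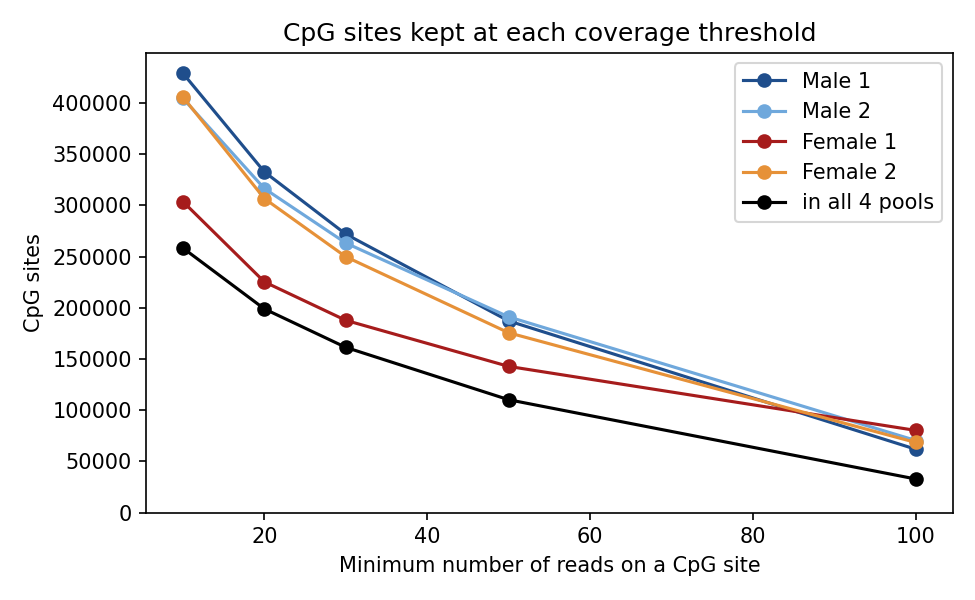
Number of CpG sites (y axis) kept in each brain pool, and in all 4 pools together, at a minimum of 10, 20, 30, 50 and 100 reads (x axis). Female 1 has the fewest sites at 10 reads and the most, 80244, at 100 reads.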

These .txt files enable easy access of the methylomes and the methylation status of any included CpG sites can be queried. 

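As an example of such a query, the 3 sites on numbered chromosomes with the highest minimum coverage over the 4 pools were on the forward strand of chromosome 7 of Zv9, at positions 2431174, 2431180 and 2431202. The first was methylated at 94.73% in Male 1 (14155 reads, 95% Wilson interval 94.35% to 95.09%), 94.92% in Male 2 (14138 reads), 94.99% in Female 1 (29325 reads) and 94.66% in Female 2 (14327 reads). Its mean was 94.83% ± 0.14 (SD, n = 2 pools) in males and 94.83% ± 0.23 (SD, n = 2) in females. At position 2431202 the values were 77.70%, 81.96%, 83.77% and 78.91%, with a male mean of 79.83% ± 3.02 (SD, n = 2) and a female mean of 81.34% ± 3.43 (SD, n = 2). The Wilson interval of Male 1 there, 77.00% to 78.38%, did not reach that of Male 2, 81.32% to 82.59%. Pools of the same sex thus differed there by more than the counting error of reads taken as independent. These intervals do not allow for PCR duplicates, of which the paper states no removal. A region can be queried in the same way. The 1 kb window with the most sites present in all 4 pools lay on chromosome 4 from 61298001 to 61299000 and held 101 sites. Their mean methylation was 87.24% in Male 1, 89.26% in Male 2, 86.87% in Female 1 and 87.12% in Female 2, at a median coverage of 323, 255, 856 and 416 reads.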

In our submission, as raw files, BAM format files were provided comprising sequenced reads from four brain (Total size: 2.89 Gb) and one liver samples (size: 319.2 MB). These data files can be downloaded using File Transfer Protocol (FTP).

Project name: i) Genome-wide DNA methylation map of Zebrafish male and female brain and ii) Genome-wide DNA methylation map of Zebrafish liver

Operating system(s): Platform-independent, but UNIX/Linux preferred.

### Data requirements

After downloading, the data can be directly used for visualization. BAM files can be sorted and then imported in to Integrated Genome Viewer (IGV) for visualization of methylation data and this operation can be performed in a machine with 8 Gb RAM and 4 CPU cores. 

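A comparison within these samples was computed for the sexes. At the 258389 sites present in all 4 pools, mean methylation was 71.66% ± 0.24 (SD, n = 2 pools) in males and 70.89% ± 0.92 (SD, n = 2) in females, a difference of 0.78 points (exact permutation test, p = 0.67, where 2 pools against 2 cannot give a p below 0.33). With the replicate number as a block, taken from the pool names, the differences were 0.30 points within the pools numbered 1 and 1.26 points within those numbered 2. Of the differences computed, that of the coverage-weighted mean at these shared sites was the largest, 3.28 points (exact permutation test, p = 0.33). This mean was 73.60% in Male 1, 69.92% in Male 2, 68.99% in Female 1 and 67.98% in Female 2. The male pools thus lay further apart than the sexes did. Each site was then tested with a quasi-binomial logistic model that judges the difference between the sexes against the spread between pools, with limma's moderated dispersion. No site (0 of 258389) passed an adjusted p of 0.05 with Benjamini-Hochberg adjustment. The replicate block, with the moderation set beforehand, also gave 0 sites. With 3 other priors for the dispersion, chosen after seeing the data, the block gave 1541, 0 and 204 sites. On simulated data the block fit as set beforehand found 0% of sites changed by 60 points. The fit without the block found 92% of them, 63.5% of those changed by 40 points and 7.5% of those changed by 20 points. Differences of 20 points were therefore mostly not detectable by the fit without the block at 2 pools per sex. Pairing by number was checked across sites. The difference of Male 1 from Male 2 and that of Female 1 from Female 2 had a Pearson r of 0.20 over the 258389 sites, which are not independent replicates.

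The 3 sites with the smallest p all failed the adjustment. The first, on chromosome 9 at position 53049082 of the forward strand, was methylated at 33.24% ± 2.91 (SD, n = 2) in males and 82.31% ± 3.71 (SD, n = 2) in females, from 93 to 166 reads per pool (adjusted p = 0.35, limma). The second was on chromosome 9 at 48122365 of the forward strand, with 53.57% ± 6.11 (SD, n = 2) in males and 91.36% ± 3.10 (SD, n = 2) in females (adjusted p = 0.59, limma). The third was on chromosome 25 at 38312202 of the reverse strand, with 81.80% ± 1.89 (SD, n = 2) and 39.25% ± 5.42 (SD, n = 2) (adjusted p = 0.59, limma). Fisher's exact test on the calls pooled within each sex, which leaves out the spread between pools, moved the number of sites most, to 3008. A fit with edgeR, which estimates a spread between pools, gave 672 sites. It gave 1205 when the pools were split by number, and it was not tried on simulated changes.

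Pairs of pools were also compared directly, with each site thinned to the same number of calls in all 4 pools. By Fisher's exact test per site, Male 1 and Male 2 differed at 470 sites and Female 1 and Female 2 at 2807. The 4 pairs of opposite sex differed at 757 to 2297 sites, inside the range of the same-sex pairs. The Pearson r across shared sites was 0.984 for the male pools, 0.972 for the female pools and 0.976 to 0.982 for pairs of opposite sex.

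**Figure D3:**
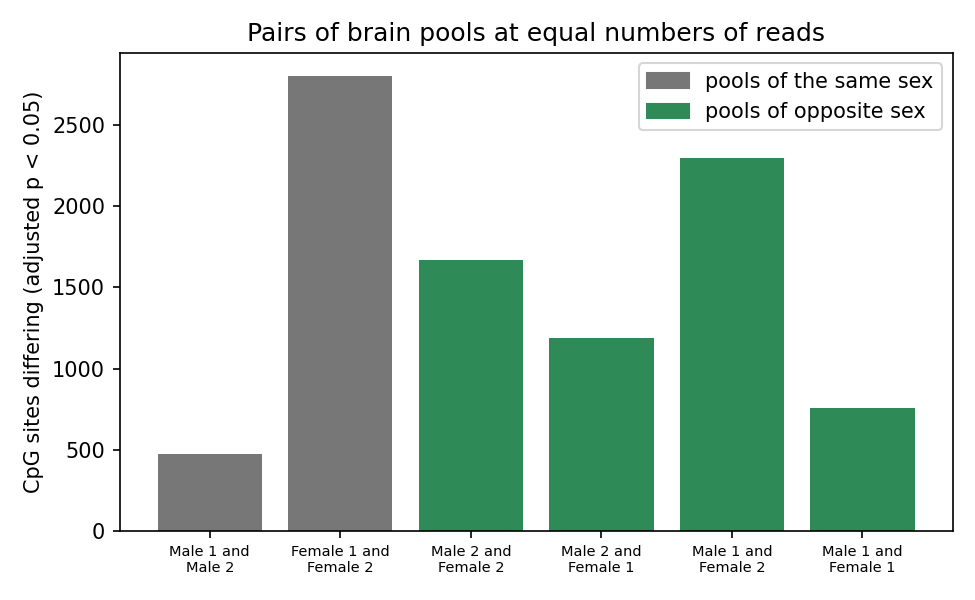
Number of CpG sites (y axis) at which 2 brain pools differed by Fisher's exact test (adjusted p below 0.05), for each of the 6 pairs of pools (x axis), after thinning to equal numbers of calls per site. The same-sex pairs have the lowest number, 470, and the highest, 2807.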

Differential methylation analyses can be performed within these samples or with other datasets, and will depend on the research question and study design.

## Discussion

Zebrafish is one of the most widely used model organisms in biological research, with many potential biomedical applications owing to the easy availability of hundreds of externally developing embryos. DNA methylation represents a stable epigenetic mechanism that is involved in gene regulation, and which has been implicated in human diseases, especially cancer [4]. Previous studies have suggested that the DNA methylation signature of the zebrafish genome is similar to that of mammalian genomes [11], making zebrafish an attractive model to study potential roles and mechanisms of altered DNA methylation in vertebrates.

Despite the importance of DNA methylation studies to the molecular understanding of development and biomedicine applications, the availability of high-resolution DNA methylation data for zebrafish is limited to date. Two recent studies provided whole genome bisulfite sequencing (WGBS) data for gametes and early stages of zebrafish development [12], [20]. However, in other published studies, either methylation data was generated using antibody pulldown techniques (e.g., MeDIP, which does not provide base-resolution information), or a limited number of CpG sites were investigated [2], [9], [16], [18]. Reduced representation bisulfite sequencing (RRBS) is a cost-efficient alternative to WGBS and has been shown to generate reproducible methylomes by several groups [5], [10], [17], [21]. RRBS has been widely used for genome-wide methylation profiling of human and mouse genomes, but has not been applied to zebrafish genome. Here we provide the first single-nucleotide resolution DNA methylome for the zebrafish brain and liver. 

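In the brain files each row was a single cytosine on its own strand. Both cytosines of a CpG were covered by at least 10 reads at 33044 CpGs in Male 1 (8.34% of its CpGs), 33891 in Male 2 (9.14%), 33632 in Female 1 (12.45%) and 34503 in Female 2 (9.29%). The strands of 1 CpG differed by a median of 2.63 points in Male 1, 2.54 in Male 2, 2.17 in Female 1 and 2.52 in Female 2, and by at most 10 points at 87.39% to 88.06% of these CpGs. At a minimum of 20 reads on both strands the medians were 2.38, 2.33, 1.90 and 2.26 points. The mean forward minus reverse difference was slightly negative in every pool. It was -0.06 points in Male 1, -0.04 in Male 2, -0.06 in Female 1 and -0.02 in Female 2, and was not tested. The paper describes its methylomes as having single-nucleotide resolution.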

We believe that the availability of these datasets will facilitate epigenetic research in this popular model organism.

The use of genome-scale approaches in zebrafish is on the increase, and will enable better understanding of biological and developmental processes commonly modeled using this animal. For example, global transcription initiation has been mapped at 12 stages of zebrafish development [19]. Furthermore, several studies have analyzed histone modifications and their predictive role in transcription (for example [15]). Whole genome methylation analysis, while still limited in scope, has been used to show that, following fertilization, the embryo methylome is adjusted to that of the sperm [12], [20], indicating that important biological information can be retrieved from the analysis of DNA methylation data. Of significance to our study, gene expression changes have been recently analyzed in the aging zebrafish brain in a comparison of male and female [3]. The addition of our RRBS datasets to those of emerging genome-wide studies in zebrafish should facilitate comparisons between studies, provide valuable correlative information, and accelerate the development of online hubs to enable future comparisons of zebrafish datasets.

## Figures and Tables

**Table 1:** Details of the zebrafish methylome datasets described in this DataNote.

Datasets	Tissue (pool)	Number of sequenced reads (million)	Read length (bp)	Uniquely mapped reads (million)	BAM files (megabyte)	Text file sizes (megabyte)	GEO accession number
Male1	Brain (n = 6)	24.48	49	8.01	757.2	16.8	GSE59916
Male2	Brain (n = 6)	24.49	49	7.93	754.5	15.9	GSE59916
Female1	Brain (n = 6)	24.49	49	6.61	649.0	12.0	GSE59916
Female2	Brain (n = 6)	24.49	49	7.57	725.2	16.0	GSE59916
ZF liver	Liver (n = 10)	9.0	100	3.64	319.2	8.60	GSE59917

How the deposited data were processed for this re-analysis (not part of the article)

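DNA methylation was measured by RRBS in 4 pools of zebrafish brain, Male 1, Male 2, Female 1 and Female 2, each of 6 halved brains. Groups were taken from the sample names and the paper's Table 1. The liver methylome is not in the files analysed here. The authors digested the DNA with MspI, selected fragments of 40 to 220 bp, sequenced 49 bp from 1 end, aligned the reads to Zv9 with Bismark and passed the alignments to methylKit. The deposited coverage of each cytosine is a count of reads on its strand, without normalization, and the authors kept cytosines with at least 10 reads. The deposited methylation values are the percent of those reads called C or T, rounded to hundredths. The paper states no removal of PCR duplicates or of cytosines filled in at fragment ends.

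From these values the number of methylated calls was computed as the coverage times the percent, rounded to a whole call. The files hold 23703767, 23743842, 23468138 and 23035408 calls at 429087, 404562, 303756 and 405902 sites, with a median of 42, 46, 45 and 41 reads per site. Confidence intervals are 95% Wilson intervals, and the smallest share the depth can show is taken as 3 calls. No pool was left out. No pair of pools looked like 1 library given under 2 names, since the mean chi-square per site was between 1.30 and 1.90.

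The sexes were compared at the 258389 cytosines with at least 10 reads in all 4 pools. A quasi-binomial logistic model was fitted per cytosine, the dispersion was moderated across sites with squeezeVar of limma 3.58.1 in R 4.3.3 and not allowed below 1, and p-values from an F test were adjusted by the Benjamini-Hochberg method (threshold 0.05). The prior had 7.39 degrees of freedom and a dispersion of 1.13, and 7578 sites were constant. Pool means were compared with an exact permutation test. Alternatives were Fisher's exact test on pooled calls, edgeR 4.0.16 on methylated and unmethylated counts, a coverage minimum of 20, merged strands, an upper limit at the 99.9th percentile, numbered chromosomes only, 1 kb windows with at least 3 sites, other treatments of the dispersion, a stricter threshold, sites in at least 3 pools, the replicate block, and leaving out each pool. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used for the summaries and plots.

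The test was tried on simulated calls with 200 changed sites at the real coverages. It found 7.5%, 63.5% and 92% of sites changed by 20, 40 and 60 points, with 4, 10 and 11 false sites. The replicate block and the fits without 1 pool leave 1 residual degree of freedom, and with the moderation as set before the files arrived they found 0% of the simulated changes. After this was seen, and after their counts on the real data had also been seen, 3 other priors for the dispersion were tried in these fits. All of them are reported in the closing section as choices made after seeing the data. The prior from sites with fitted counts of at least 1 was also added to the fit of all pools at that stage.

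The named sites follow a rule fixed before the files arrived. It takes the 5 sites with the largest difference past the threshold or, if none pass, the 3 with the smallest p, then the 3 sites with the highest minimum coverage and the 1 kb window with the most shared sites. The files name no genes and no Zv9 annotation was available, so sites are given by position. The mitochondrial sites were grouped into runs of 1 strand that fit in a 49 bp read. As the fragment end, 1 edge of each run was taken, the lowest position on the forward strand and the highest on the reverse. This grouping uses positions only, and it replaced an earlier hand-picked list of fragment ends, chosen with their percents in view, that had given nearly the same ratio.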

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

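Mitochondrial CpGs are not discussed in the paper. Calls read as methylated there made up 0.92% of calls in Male 1 (95% Wilson interval 0.760% to 1.101%), 3.33% in Male 2 (2.92% to 3.80%), 2.82% in Female 1 (2.53% to 3.13%) and 2.40% in Female 2 (2.13% to 2.70%), each above the smallest share that 3 calls can show. These percents rest on 65, 56, 28 and 53 sites in the same order of pools, so the mix of sites differs between them. At the 23 mitochondrial sites present in all 4 pools, the means over sites were 1.34%, 4.25%, 2.15% and 2.62%. The order of the female pools was thus reversed there. By either measure the male pools lay further apart than the sexes did. Explanations were considered after the values had been seen. If conversion by bisulfite had failed evenly, all sites would carry a similar percent. The highest site, at position 7090, had 7.64% of 3482 calls, 4.54 times the 1.68% of the other sites. It was picked as the highest, so a ratio above 1 was certain and this comparison alone does not decide. The unequal values at the ends and inside of runs, given below, speak against an even failure. Copies of mitochondrial sequence in the nuclear genome would carry methylated calls along the whole fragment. In each of the 7 runs of at least 2 sites, 1 edge was taken as the end. It was the lowest position on the forward strand and the highest on the reverse. The opposite edge was counted among the sites inside. The end was higher than the inside in all 7 runs. The ends had 5.49% methylated calls and the 13 sites inside 0.44%, a ratio of 12.40. That ratio speaks against nuclear copies as the main source. The pattern itself led to this test, so it is not independent of it. What raises the calls at the cytosine of that edge was not tested, and no biological explanation was tested. With the 4 pools merged, the percent inside the runs bounds the failure of conversion at those sites more closely than the pooled percent does. It is not a bound for each pool, since Male 2 read higher than Male 1 at most of the 13 sites inside, though not at all.

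CpGs whose strands differ by 50 points or more are also not reported in the paper. There were 656 in Male 1, 759 in Male 2, 1041 in Female 1 and 777 in Female 2. Binomial sampling of the calls does not explain them, as the observed number was 272.14 times the simulated one. For the gaps of Male 1, an error private to that pool is also contradicted as the main source. Of its 541 gaps among CpGs covered in all pools, 81.52% were found in the same direction in every other pool. The gaps of the other pools, including the 1041 of Female 1, were not checked in this way. A candidate explanation, stated after the gaps had been seen, is the fill-in of MspI ends with unmethylated cytosines in fragments short enough to be read to their far end. Of the 260 CpGs with a higher forward strand on average, 56.92% had a CpG with a higher reverse strand 40 to 49 bp downstream, 0 had one at that distance upstream, and 0 had one 50 to 59 bp downstream, beyond the 49 bp read. The other gaps remain unexplained. Strand differences between alleles or sequence variants were not tested, and no biological explanation was tested.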

How the results depend on the processing

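The main design and alternatives were set before the files arrived, except where stated. The male minus female difference in mean methylation stayed positive under every alternative. It was 0.13 to 1.43 points across the 4 fits that each left out one pool. It reached 3.28 points for the coverage-weighted mean at the shared sites. The count of 0 sites differing between the sexes was unchanged by a coverage minimum of 20, merged strands, the upper coverage limit, numbered chromosomes only, unmoderated dispersion, dispersion below 1, the stricter threshold, sites in at least 3 pools, 1 kb windows, the replicate block (0 sites) and leaving out any pool (0 in each). The block and leave-one-out fits have 1 residual degree of freedom and found 0% of simulated changes of 60 points, so they carry little information. The stricter threshold could only give 0, because the main fit it was applied to had 0 sites. The unmoderated fit was not tried on simulated changes. With few residual degrees of freedom and no moderation, a site at typical coverage can hardly pass the adjustment. Its 0 therefore carries little information either.

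Fisher's exact test on pooled calls gave 3008 sites and edgeR 672. Fisher's test leaves out the spread between pools, and in the simulation at 40 points it called 1334 unchanged sites. The fit with edgeR was not tried on simulated changes, so its false calls are not known. Neither number can be read as sex alone, since the split by pool number gave more, 6197 and 1205. The remaining split gave fewer, 2570 and 516. On chromosome 4 the main fit had 0 sites, the 1000 smallest p-values 52 and Fisher's test on pooled calls 118.

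The following fits were chosen after seeing the data, including the counts themselves. With all pools, a prior from sites with fitted counts of at least 1 gave 0 sites. With the replicate block, this prior estimated in the block fit gave 1541 sites, the prior of the main fit 0, and the main fit's prior from sites with fitted counts of at least 1 gave 204. Without Female 1 the same 3 priors gave 2452, 636 and 963 sites, without Female 2 1064, 7 and 113, without Male 1 0, 0 and 1, and without Male 2 0, 0 and 9. In the simulation at 40 points, the block fits with these priors called 64, 14 and 68 unchanged sites and found 76.5%, 59.5% and 77.5% of changes. The prior of the main fit had the fewest false calls, but the choice was not blind, and the counts of the block fit and of the fits without a female pool depend strongly on the prior. They depend on the pool left out as well, since the fits without a male pool stayed between 0 and 9 sites under every prior. The larger counts without a female pool could reflect the smaller spread that remains, as in the 2452 sites without Female 1, when the female pools, which differ most from each other, are no longer both in the fit.

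Of the values per pool and per pair, 70 rows were labelled as unchanged and 44 as moved. Mean coverage, mean methylation and the shares of sites were judged against the SD between pools of a sex. Values per pair were judged against the SD over the pairs. The number of CpG sites was judged by its ratio to the main value instead. All its rows are among the 70, although some moved further than the spread between pools. At 20 reads Male 1 went from 429087 to 332795 sites, against an SD of 17341.8 between the male pools. The depth limits single sites. With 10 reads the 95% interval spans 52.68 points at 5 methylated calls, and with 100 reads 19.23 points at 50.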

Other observations

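The main fit gave 0 sites for the split of the pools by sex, 11 for the split by pool number and 2 for the remaining split. With the prior from sites with fitted counts of at least 1, added after seeing the data, the same splits gave 0, 484 and 6. In the simulation at 40 points that prior called 77 unchanged sites. Since the split by sex gave 0, all 3 of the 3 splits necessarily gave at least as many, and with 3 splits no share below 0.05 is possible, so this count is not evidence either way. At equal numbers of calls, opposite-sex pairs of pools differed on average at 0.90 times as many sites as same-sex pairs. That ratio mixes sex with pool number, because both same-sex pairs join pools of different numbers and some opposite-sex pairs share a number. Among pairs of different number only, a comparison made after the data had been seen, the means were 1743 sites for opposite-sex and 1638.5 for same-sex pairs, a ratio of 1.06. Each of these means rests on 2 pairs, and the same-sex pairs alone ranged from 470 to 2807 sites. In the simulation, the main fit mostly missed changes of 20 points.

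More sites differed between pool numbers than between the sexes, 6197 against 3008 by Fisher's test on pooled calls. That test leaves out the spread between pools, and the contrast by number joins 2 unequal pairs. At equal numbers of calls, the female pools differed at 2807 sites and the male pools at 470. The files do not say whether the numbers mark a preparation batch or the opposite sides of the same brains. Of 11451 sites at which both the male and the female pools differed by at least 10 points, 74.17% differed in the same direction. If incomplete conversion were the cause, the pools numbered 2 were predicted to read higher at sites of 20 to 80% methylation. This prediction was made after the pool means had been seen. The pools numbered 1 were higher there, by 4.15 points in males and 5.82 in females. Means at all shared sites were already higher in the pools numbered 1, 71.84% against 71.49% in males and 71.53% against 70.24% in females. The prediction was therefore likely to fail, and its failure says little. Unconverted cytosines show most at unmethylated sites, however, and there the pools numbered 2 were higher. The difference of pool 1 from pool 2 was -0.78 points in males and -0.14 in females at sites of 0 to 5%, and -3.12 and -0.24 at sites of 5 to 20%. A difference in conversion is thus not ruled out at the low sites. Poorer conversion in the pools numbered 2 would not give the direction seen at the intermediate ones. Sequence variants at single CpGs would leave neighbours unchanged. At cytosines 60 to 500 bp away from the sites found by Fisher's test, the difference in the same direction was 0.32 of the site's own, above the share set before the test as speaking against variants. A batch, conversion included, and a difference in the cells sampled could not be told apart from each other, since the design gives no label for either.

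Female 1 had the lowest mean methylation over all its sites, -2.63 points from the mean of the other 3 pools. At sites present in all 4 pools the gap was 0.34 points, so the set of sites covered is a candidate explanation for the lower mean, one put forward after the values were seen. Female 1 also had fewer sites at higher coverage. Fewer mapped reads alone did not produce this, because Male 1 thinned to the mapped reads of Female 1 kept 404063 sites against 303756. More short fragments in the library may contribute. At 592 cytosines that look like the ends of fragments read through, the coverage of Female 1 relative to the other pools was 2.94 times its ratio over all shared sites, against 0.42 in Male 1, 0.84 in Male 2 and 0.82 in Female 2. This was stated after the coverage had been looked at, the sites were picked by their strand gaps, and fragment lengths are not in the files, so it remains a hypothesis. No biological explanation was tested for Female 1.

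A sex-linked region on chromosome 4, which wild zebrafish carry, was a hypothesis set before the files arrived. The fish came from a zebrafish facility, and the paper does not say whether they carry that region. The main fit had 0 sites past the threshold on chromosome 4, so the hypothesis could not be tested as designed. Among the 1000 smallest p-values, 52 (5.20%) lay on chromosome 4 against 3.32% of the other sites, an odds ratio of 1.60 (Fisher's exact test, p = 0.0019). Fisher's test on pooled calls gave an odds ratio of 1.19 (Fisher's exact test, p = 0.073). Neighbouring sites are not independent, which makes both p-values too small, and the same count was not made for the other splits of the pools.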
